A study of Mus musculus with 27 samples. Its data were reported in "Transcriptome analysis of blood and spleen in virulent and avirulent mouse malaria infection" (2020).

How the data were processed

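Spleens of naive and infected mice were profiled on Illumina Mouse WG-6 BeadChips, 27 arrays in 8 groups, 1 mouse per array. The authors extracted total RNA, amplified it to biotin-labelled cRNA, and scanned the arrays. The deposited intensity values were average bead signals per probe on a linear scale, with no normalization between arrays, and the lowest signal on any array was 82.7, so they were taken as not background-subtracted, although the study describes a subtraction. Each deposited detection p-value compared a probe with the negative control beads of the same array. The deposited log2 values had been normalized by the authors between arrays by quantiles, with limma per the labels (lumi per the study). They differed by at most 0.0375 from the normalization described next, and the lowest correlation of an array was 0.99999969. Samples were grouped by the agent and day of their labels. The batch and quality of RNA and the slides came from the study's own tables.

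Signals were read for 45281 probes and normalized with the neqc function of limma 3.58.1 in R 4.3.3, which corrects background with a normal and exponential model fitted through the detection p-values, adds an offset of 16, and applies quantile normalization and log2. Probes with a detection p under 0.05 on at least 3 arrays were kept, which left 23215. Gene symbols came from the table of the platform's probes: 34885 probes had 1 symbol, 18 had several and were left out, and 10378 had none. For the 4824 genes with several detected probes, the probe with the highest mean was used, and 11754 genes were tested. Each group mean was fitted with limma over all 27 arrays, so that the spread was pooled, with 19 residual degrees of freedom. There were 12 comparisons. Each of the 6 infected days was compared with naive mice, as the mean of the naive day 0 and naive day 12 means, naive day 12 was compared with naive day 0, and each of 5 infected days with the infected day before it. limma's moderated test gave p-values, adjusted by the Benjamini-Hochberg method over all genes of a comparison, and a gene was called at an adjusted p under 0.05. Counts at a change of at least 2-fold are given too. Errors beside log2 fold changes are the SE of the fit, and p-values measure the spread between mice. Principal components were computed over all probes after centring.

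A fold is given as a bound ("at least") where no array of the dimmer group detected the gene. The brighter group's mean was then set against the mean, per array of the dimmer group, of the higher of the lowest signal of a detected probe and the gene's own signal.

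The 30 gene lists covered type I interferon, interferon gamma, Th1 and cytotoxic effector, T cell inhibitory, T cell, mature B cell, germinal centre, plasma cell, natural killer, dendritic cell, MHC class II, monocyte, macrophage, neutrophil, mast cell, megakaryocyte, erythroid, haem biosynthesis, haem recycling, cell cycle, stromal, circadian clock, immediate early, exocrine pancreas, adipocyte, ribosomal protein, oxidative phosphorylation, glycolysis, unfolded protein response and cholesterol biosynthesis genes. Of their 607 entries 496 were measured. camera with a preset correlation of 0.01 asked whether a list stood apart from the other genes, camera was run again with the correlation estimated for each list, and fry asked whether a list's genes moved on balance one way. p-values were adjusted over the 30 lists of a comparison. The lists, comparisons, tests, alternatives and the rule for named genes were fixed before the data were examined.

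Genes are named by this rule. For each infected day against naive, they are the 8 highest and 8 lowest fold changes among called genes whose infected and naive arrays did not overlap. For the other comparisons they are the 5 highest and 5 lowest called. For each list described, names come from the 4 members with the largest change. Which of these 4 to name, and which lists to describe, was chosen after their values were seen, to keep the text short. Of 19 genes chosen beforehand, 12 are given for each infected day and 7 were not analysed here. Predicted genes without a name were skipped.

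limma was run on simulated data with 200 changed genes, far fewer than most real comparisons called. Over 6 comparisons, 47.8% to 68.7% of genes changed 1.5-fold, 85.1% to 97.0% of those changed 2-fold and 97.0% to 100% of those changed 4-fold were recovered. Of 11554 unchanged genes 4 (day 2) to 11 (day 8 against naive) were called. These rates need not hold where more genes change.

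The alternatives were no background model, 75th percentile scaling, cyclic loess, the authors' processed values, no or a stricter detection filter, the mean of a gene's probes, the slide or the replicate number as a block, array weights, a trended and robust variance, only the groups compared, 1 naive group as the control, and leaving out each array. 2 more were chosen after seeing the data: leaving out the 4 arrays highest in pancreas transcripts, or liver genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.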

Results

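Whole spleens of female C57BL/6 mice were profiled on 27 Illumina Mouse WG-6 BeadChip arrays, 1 array per mouse. 21 of the mice had been infected with Plasmodium chabaudi chabaudi AS, an avirulent rodent malaria parasite that grows in red blood cells, and 6 were uninfected (naive). Infected spleens came from day 2, day 4 and day 6 (4 mice each) and from day 8, day 10 and day 12 (3 mice each). Naive spleens were taken on day 0 and day 12 (3 mice each). Each array read 45281 probes, of which 17225 to 20659 per array (38.0% to 45.6%) gave a signal above background at a detection p under 0.05. The lowest numbers were on arrays of day 10 and day 12. RNA had been isolated in 3 batches, the first with the naive and day 2 spleens, the second with days 4, 6, 8 and 10, and the third with day 12. Where 2 groups came from different batches, batch and day cannot be told apart. Before hybridisation, the ratio of large to small ribosomal RNA had been lower in each day 8 and day 10 sample than in any other, and infected day 6 replicate 1 had the lowest RNA quality score, below the limit set for use. The arrays lay on 5 slides, each with several groups.

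Transcripts of 2 neighbouring organs were present on some arrays. The 13 measured exocrine pancreas genes, which code for digestive enzymes, had a mean log2 value of 12.43 and 11.79 on naive day 0 replicates 1 and 3, 9.91 on infected day 2 replicate 2 and 7.98 on infected day 4 replicate 1. The mean was 7.27 on infected day 12 replicate 3 and 6.90 on infected day 8 replicate 3, not left out with these 4. Elsewhere it was 5.01 to 5.80. Mup2, a liver gene, was detected on 13 of 14 naive, day 2 and day 4 arrays and on 0 of 13 later ones.

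**Figure D1:**
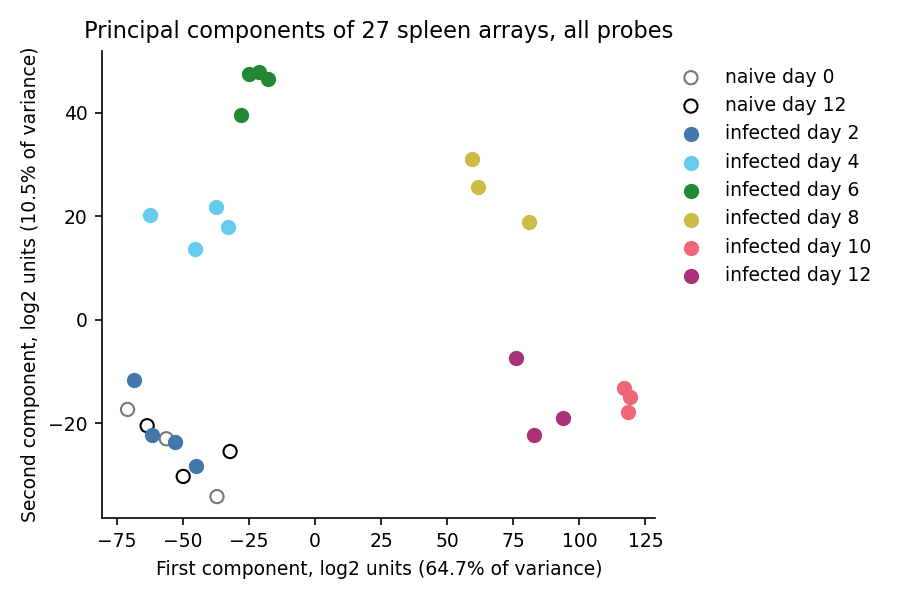
Principal component analysis of the 27 spleen arrays over all 45281 probes, with each point an array, the first component (64.7% of the variance) on the x axis and the second (10.5%) on the y axis, both in units of log2 signal. Naive and day 2 arrays overlapped, day 4 and day 6 arrays moved up the second component, and day 8, day 10 and day 12 arrays moved along the first.

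Principal component analysis asked how far the arrays of each day lay from the naive arrays when all probes were used. Day 2 arrays overlapped the naive arrays on both components, with a mean second component score of -21.4 ± 6.99 (SD, n = 4) against -25.1 ± 6.25 (SD, n = 6). Day 4 and day 6 arrays moved to 18.4 ± 3.50 (SD, n = 4) and 45.4 ± 3.92 (SD, n = 4) on the second component. On the first component the means were -23.1 ± 4.48 (SD, n = 4) at day 6, 67.3 ± 11.7 (SD, n = 3) at day 8, 118.1 ± 1.22 (SD, n = 3) at day 10 and 84.2 ± 9.0 (SD, n = 3) at day 12. The group means of day 4 and naive arrays were 43.5 apart on the second component, those of day 6 and day 8 were 90.4 apart on the first, and those of day 10 and day 12 were 33.9 apart on the first (21.7 with no background model and 53.4 with 75th percentile scaling).

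**Figure D2:**
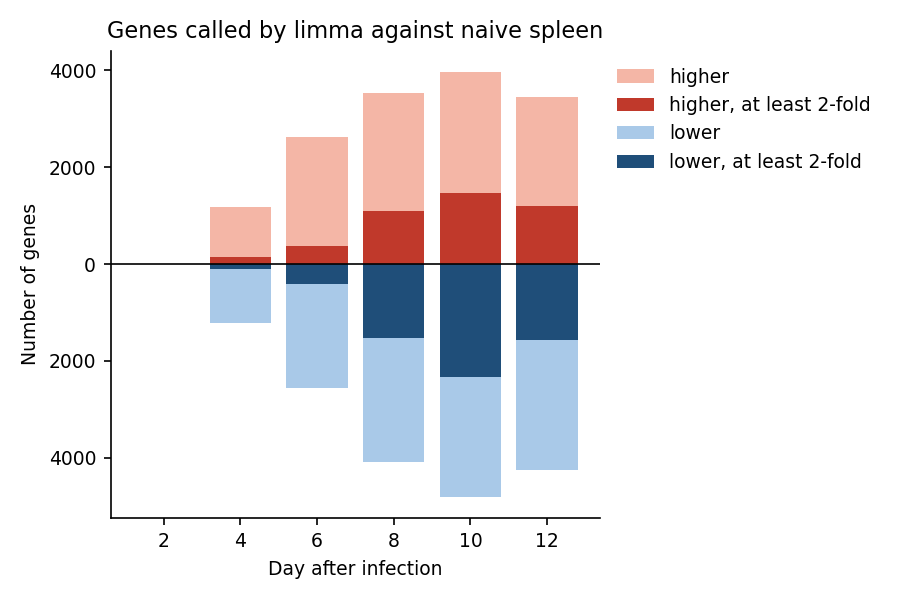
Number of genes called higher (upward bars) and lower (downward bars) than in naive spleen at each day after infection, from limma at an adjusted p under 0.05 over 11754 genes, with the part changed at least 2-fold in the darker shade. No gene was called at day 2, and 8761 were called at day 10.

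The comparison of naive spleens taken on day 12 and day 0 asked how much uninfected spleens differed over the span of the experiment. By limma's test no gene differed as processed here. Cxcl10, a chemokine induced by interferon gamma, had a log2 fold change 0.32 ± 0.32, Ccr7, the homing receptor of naive T cells, a log2 fold change -0.46 ± 0.19, and Slc4a1, the anion exchanger of red cells, a log2 fold change 0.33 ± 0.60. The haem oxygenase gene Hmox1 had a log2 fold change 0.88 ± 0.31 and Cxcr2, a chemokine receptor of neutrophils, a log2 fold change 0.59 ± 0.23. limma called 0 of 11754 genes (3 against 3 arrays), 503 lay at an unadjusted p under 0.05, camera called 6 of 30 lists (0 with estimated correlation) and fry called 0.

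The exocrine pancreas list stood furthest apart (median log2 fold change -4.61, camera adjusted p = 2.79e-25, 0.130 with estimated correlation), although 0 of 13 measured genes fell, 0 rose and 13 did not pass (13 and 0 adjusted over the list alone). Its 4 members with the largest differences were Amy2a5 (log2 fold change -5.85 ± 2.47) and, detected on 2 of 3 day 0 and 0 of 3 day 12 arrays and not called, Cela2a, Clps and Pnliprp1 (lower by at least 55.9-fold, at least 33.9-fold and at least 28.2-fold). Neutrophil and granule genes had a median 0.31, camera adjusted p = 1.21e-04, 0.866 with estimated correlation, and adipocyte genes a median -0.65, camera adjusted p = 3.14e-04, 0.20 with estimated correlation. Without the 4 arrays with pancreas transcripts camera adjusted p was 0.264 and 0.62 for these 2, and the pancreas median was 0.05. Leaving out naive day 0 replicate 2 gave 38 genes, with these 3 at an adjusted p of 0.00281, 5.05e-04 and 0.00706, naive day 12 replicate 1 gave 1 gene and 10 lists, and naive day 0 replicate 1 gave 11 lists. Array weights gave 1118 genes, among them Hmox1 (0.92), Cxcl10 (0.75) and Cxcr2 (0.53), and the slide block 0, and on the only slide with both groups the pancreas median was 0.03.

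Spleens taken on day 2, when parasites are rare in blood, were compared with naive spleens to ask whether the infection was already visible. No gene group moved beyond the spread between arrays by fry's test. Ifng had a log2 fold change -0.02 ± 0.18 (detected on 3 of 4 infected day 2 arrays and 5 of 6 naive arrays), and its target Cxcl9, a chemokine, had a log2 fold change 0.06 ± 0.24. limma called 0 of 11754 genes (4 infected against 6 naive arrays), 387 lay at an unadjusted p under 0.05, and fry called 0 of 30 lists.

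camera called 10 lists, 3 higher and 7 lower, and 0 with estimated correlation. Type I interferon-stimulated genes were among the higher ones (median log2 fold change 0.14, camera adjusted p = 1.98e-04, 0.750 with estimated correlation), where Bst2 had a log2 fold change 0.54 ± 0.21 and Oas2 a log2 fold change 0.44 ± 0.24. Natural killer cell genes lay on the same side (median 0.17, camera adjusted p = 0.0160, 0.750 with estimated correlation). Erythroid cell genes (median -0.40, camera adjusted p = 9.44e-04, 0.750 with estimated correlation), cell cycle genes (median -0.18, camera adjusted p = 4.18e-04, 0.750 with estimated correlation) and cholesterol biosynthesis genes (median -0.19, camera adjusted p = 0.00597, 0.750 with estimated correlation) lay lower, with Hemgn at log2 fold change -0.90 ± 0.67, Cdc6 at log2 fold change -0.46 ± 0.32 and Sqle at log2 fold change -0.28 ± 0.17. None of the genes chosen beforehand passed (log2 fold change, adjusted p for Alas2 (-0.19, 0.999), Cd3e (0.01, 0.999), Cd4 (0.25, 0.999), Hmox1 (0.07, 0.999), Marco (-0.01, 0.999), S100a8 (-0.07, 0.999), Sdc1 (0.21, 0.999, detected on 1 of 6 naive arrays), Spic (-0.28, 0.999) and Tfrc (-0.23, 0.999)), and Il10 was detected on 0 arrays of either group. Each of these 5 lists (interferon to cholesterol) lost its call when some single arrays were left out. Camera adjusted p rose to 0.0606 for type I interferon genes without infected day 2 replicate 2, to 0.471, 0.309 and 0.198 for natural killer genes without naive day 0 replicate 1, infected day 2 replicate 4 and naive day 12 replicate 3, and to 0.0554, 0.0794 and 0.152 for cholesterol genes without naive day 0 replicate 1 and infected day 2 replicates 2 and 4. Without naive day 0 replicate 3, infected day 2 replicates 1 and 4 and naive day 12 replicate 2 it was 0.274, 0.792, 0.253 and 0.384 for erythroid genes (median 0.03 without infected day 2 replicate 1) and 0.189, 0.358, 0.345 and 0.850 for cell cycle genes. Without the 4 arrays with pancreas transcripts it was 0.630, 0.383 and 0.114 for interferon, natural killer and cholesterol genes, and with no detection filter 0.0952 for natural killer genes. Both groups came from 1 RNA batch, 0 genes were called with the slide as a block, and type I interferon medians ran from -0.09 to 0.65 on the 4 slides. Array weights gave 16 genes, leaving out naive day 0 replicate 2 gave 6, naive day 0 replicate 3 gave 1 gene and 4 lists, naive day 12 replicate 1 gave 1 gene, infected day 2 replicate 4 gave 5 lists, naive day 0 replicate 1 and naive day 12 replicate 2 gave 6 lists each, and leaving out the 4 arrays with pancreas transcripts gave 0 genes and 6 lists.

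Day 4 against naive asked for the first response of the spleen. Serpina3f, a serine protease inhibitor, rose 14.3-fold, the chemokine Cxcl9 rose 13-fold (log2 fold change 3.70 ± 0.24, adjusted p = 5.03e-11), and Ifng itself rose 9.73-fold (log2 fold change 3.28 ± 0.18, adjusted p = 2.96e-12, detected on 5 of 6 naive arrays). The guanylate-binding protein gene Gbp2 rose 8.47-fold, Tgtp1 8.07-fold, Ubd 8.29-fold, the chemokine gene Ccl12 8.43-fold and the collagenase gene Mmp13 7.86-fold (detected on 5 of 6 naive arrays). Among the strongest falls were Il7, a survival cytokine of lymphocytes, which fell 4.67-fold (log2 fold change -2.22 ± 0.19, adjusted p = 6.99e-09), the haemoglobin scavenger receptor gene Cd163, which fell 3.90-fold (detected on 3 of 4 infected day 4 arrays), the mannose receptor gene Mrc1 (3.45-fold), Cd14 (3.31-fold) and Gdf10 (3.64-fold). The transporter genes Abca9 and Abca8a fell 4.43-fold (detected on 3 of 4 infected day 4 arrays) and at least 2.47-fold, and Prelp fell 3.32-fold. limma called 2385 of 11754 genes (4 infected against 6 naive arrays), 1172 higher and 1213 lower, of which 247 changed at least 2-fold (137 higher and 110 lower).

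Among interferon gamma-induced genes, 22 of 24 measured genes rose, 0 fell and 2 did not pass (22 and 0 adjusted over the list alone, median log2 fold change 1.33, camera adjusted p = 3.91e-36, 2.97e-04 with estimated correlation). In the list of type I interferon-stimulated genes 24 of 26 measured genes rose, 0 fell and 2 did not pass (24 and 0 adjusted over the list alone, median 1.29, camera adjusted p = 8.98e-28, 0.0141 with estimated correlation). Oas2 rose 3.54-fold, Ifit3 3.40-fold and Ifit2 3.36-fold. Of the Th1 and cytotoxic effector genes, 7 of 17 measured genes rose, 1 fell and 9 did not pass (9 and 1 adjusted over the list alone, median 0.37, camera adjusted p = 5.99e-06, 0.158 with estimated correlation). Its members Gzmk, a granule protease, and Tbx21, the Th1 transcription factor, rose 3.94-fold and 2.18-fold. For T cell inhibitory and regulatory genes, 7 of 13 measured genes rose, 1 fell and 5 did not pass (9 and 1 adjusted over the list alone, median 0.59, camera adjusted p = 5.86e-05, 0.0699 with estimated correlation). The interleukin 2 receptor gene Il2ra rose 2.85-fold (detected on 1 of 6 naive arrays) and Tnfrsf4 2.22-fold. The follicular helper cytokine gene Il21 rose at least 1.55-fold (detected on 3 of 4 infected day 4 arrays) and Il10, an inhibitory cytokine, at least 1.44-fold. Monocyte and inflammatory genes went both ways, as 10 of 23 measured genes rose, 2 fell and 11 did not pass (10 and 2 adjusted over the list alone, median 0.56, camera adjusted p = 1.44e-04, 0.291 with estimated correlation). Ccl7 rose 6.92-fold (detected on 2 of 6 naive arrays) and the Fc receptor gene Fcgr4 2.89-fold.

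Splenic macrophage genes fell, as 12 of 20 measured genes fell, 0 rose and 8 did not pass (12 and 0 adjusted over the list alone, median log2 fold change -0.67, camera adjusted p = 1.89e-07, 0.168 with estimated correlation). The marginal zone receptor genes Cd209b and Marco fell 3.11-fold and 2.09-fold, and Timd4, a receptor for dying cells, 2.63-fold. Of the haem and iron recycling genes of red pulp macrophages, 5 of 15 measured genes fell, 0 rose and 10 did not pass (5 and 0 adjusted over the list alone, median -0.34, camera adjusted p = 4.20e-04, 0.158 with estimated correlation). Spic, their transcription factor, fell 2.02-fold and Hmox1 1.79-fold. For mature B cell genes, 5 of 17 measured genes fell, 0 rose and 12 did not pass (6 and 0 adjusted over the list alone, median -0.34, camera adjusted p = 1.44e-04, 0.168 with estimated correlation). The low-affinity IgE receptor gene Fcer2a fell 2.0-fold. T cell genes did not pass the test (median 0.10, camera adjusted p = 0.186, fry 0.204). Immediate early and heat shock genes rose (median 0.40, camera adjusted p = 9.19e-05, 0.0431 with estimated correlation). Atf3, a stress-induced transcription factor, rose 3.64-fold (detected on 2 of 6 naive arrays). Genes chosen beforehand that did not pass (log2 fold change, adjusted p) were Alas2 (-0.27, 0.689), Cd3e (0.10, 0.640), Cd4 (0.31, 0.329), S100a8 (-0.50, 0.0553), Sdc1 (-0.09, 0.709, detected on 1 of 4 infected day 4 arrays and 1 of 6 naive arrays) and Tfrc (-0.07, 0.933). Without the 4 arrays with pancreas transcripts Cd209b (-0.96), Marco (-0.71), Spic (-0.69) and Hmox1 (-0.75) did not pass, nor did they against naive day 0 arrays alone (-1.11, -0.81, -0.73 and -0.40), nor Cd209b with only the 2 groups fitted (-1.64), while S100a8 passed in 7 alternatives (-0.80 with array weights to -0.44 with the slide block), 3 of which left out arrays (-0.71 without the 4 with pancreas transcripts). Of the 30 lists camera called 17, 10 higher and 7 lower, 3 with estimated correlation, and fry called 17. With the 75th percentile scaling 1416 genes were higher and 909 lower, array weights gave 4279 genes, the slide block 2730, and interferon gamma medians ran from 1.20 to 1.41 on the 4 slides.

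**Figure D3:**
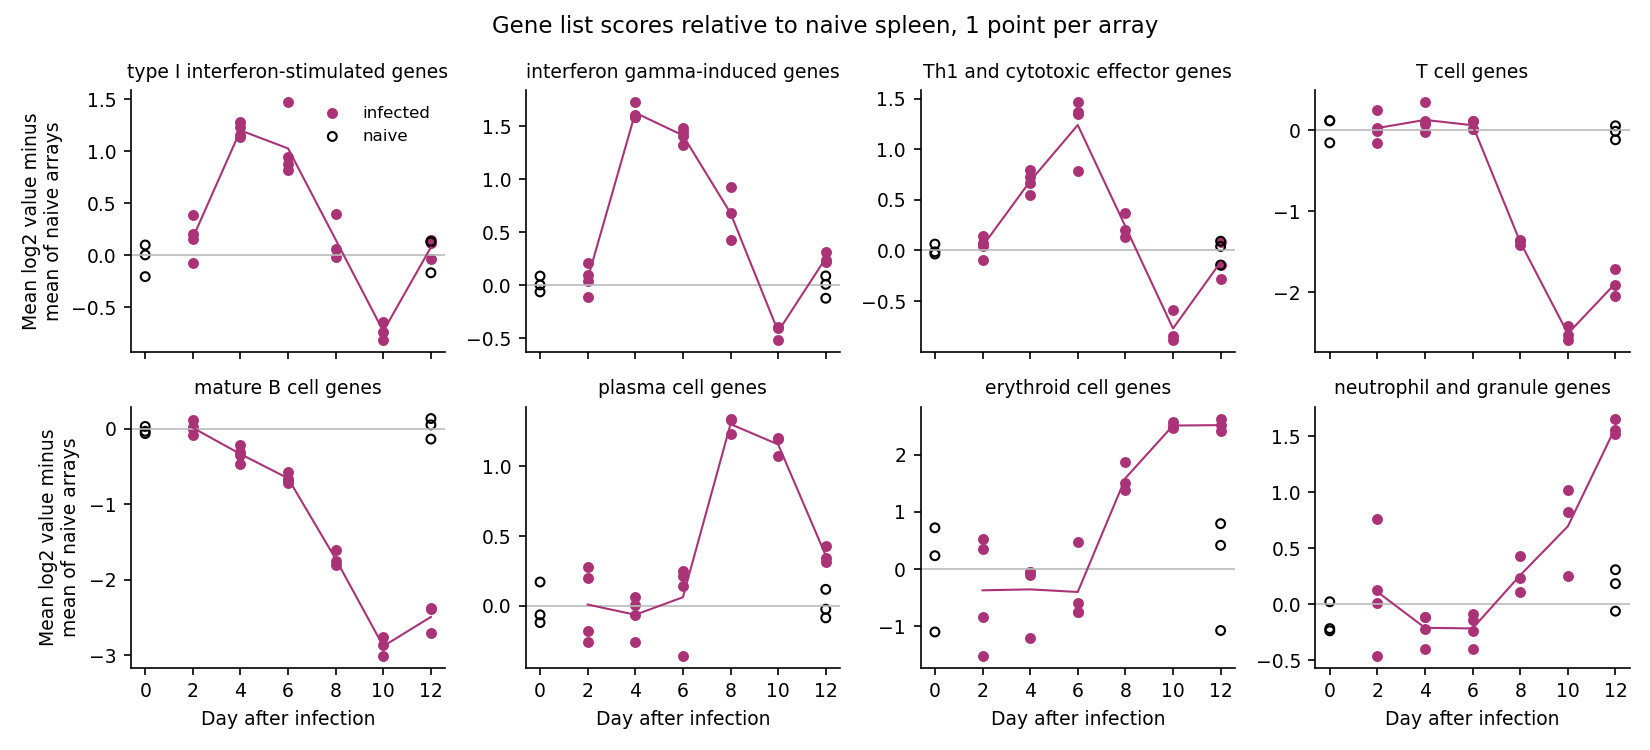
Mean log2 value of 8 gene lists on each of the 27 arrays, relative to the mean of the 6 naive arrays, against day after infection; points are arrays, lines join group means, and naive arrays are drawn at day 0 and day 12 as open symbols. Interferon lists were highest on day 4, lymphocyte lists were lowest on day 10, and erythroid genes stayed high on day 12.

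Day 6 against naive showed higher Th1 effector transcripts. Ifng rose 23.7-fold (log2 fold change 4.57 ± 0.18, adjusted p = 4.76e-15, detected on 5 of 6 naive arrays), and Gzmk rose 19.4-fold (log2 fold change 4.28 ± 0.23, adjusted p = 1.46e-12). The guanylate-binding protein gene Gbp2b rose 31.6-fold (detected on 5 of 6 naive arrays), Mmp13 16-fold (detected on 5 of 6 naive arrays), the itaconate-producing enzyme gene Acod1 11.1-fold (detected on 3 of 6 naive arrays) and the chemokine gene Ccl24 10.9-fold (detected on 5 of 6 naive arrays). Serpina3f and Ubd rose 12-fold and 11.9-fold. Il10 rose at least 5.02-fold and Il21 at least 5.15-fold. The lectin gene Clec4g of sinusoidal endothelium fell 21-fold (log2 fold change -4.39 ± 0.20, adjusted p = 3.47e-14), the marginal zone receptor gene Cd209b at least 11.9-fold, the ficolin gene Fcna 8.95-fold, Adam23 7.73-fold and Cd163 8.68-fold (detected on 1 of 4 infected day 6 arrays). The liver genes Mup2, Apoa2 and Ttr fell at least 15.8-fold, 9.78-fold (detected on 2 of 4 infected day 6 arrays) and at least 5.69-fold. limma called 5170 genes, 2622 higher and 2548 lower, and 780 of them changed at least 2-fold (369 higher and 411 lower).

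Th1 and cytotoxic effector genes rose, as 10 of 17 measured genes rose, 1 fell and 6 did not pass (11 and 1 adjusted over the list alone, median log2 fold change 1.01, camera adjusted p = 4.93e-06, 0.171 with estimated correlation). The chemokine gene Ccl4 rose 6.15-fold and Tbx21 3.96-fold. In the list of T cell inhibitory and regulatory genes 9 of 13 measured genes rose, 1 fell and 3 did not pass (9 and 1 adjusted over the list alone, median 0.87, camera adjusted p = 3.02e-05, 0.0848 with estimated correlation). The inhibitory receptor genes Tigit and Ctla4 rose 4.29-fold and 4.15-fold. Replicate 1, of low RNA quality, stood apart, with a mean of 8.45 for the Th1 list (others 9.02 to 9.13), 6.86 for Il10 (7.54 to 7.67) and 7.16 for Tigit (8.02 to 8.12). Interferon gamma-induced genes stayed high, as 21 of 24 measured genes rose, 1 fell and 2 did not pass (22 and 1 adjusted over the list alone, median 1.06, camera adjusted p = 2.34e-15, 0.0314 with estimated correlation). For type I interferon-stimulated genes, 23 of 26 measured genes rose, 0 fell and 3 did not pass (23 and 0 adjusted over the list alone, median 1.07, camera adjusted p = 4.35e-11, 0.123 with estimated correlation). Bst2 rose 3.79-fold and Isg15, a ubiquitin-like modifier, 3.53-fold. Cell cycle genes rose broadly, as 26 of 30 measured genes rose, 0 fell and 4 did not pass (28 and 0 adjusted over the list alone, median 1.01, camera adjusted p = 1.21e-09, 0.248 with estimated correlation). The mitotic kinase gene Plk1 rose 2.80-fold, Cdc20 2.78-fold and Top2a 2.45-fold. In the glycolysis list 9 of 12 measured genes rose, 0 fell and 3 did not pass (9 and 1 adjusted over the list alone, median 0.91, camera adjusted p = 2.00e-06, 0.0314 with estimated correlation). The pyruvate kinase gene Pkm rose 2.70-fold and Gapdh 1.98-fold.

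Splenic macrophage genes fell, as 1 of 20 measured genes rose, 13 fell and 6 did not pass (1 and 13 adjusted over the list alone, median log2 fold change -0.99, camera adjusted p = 8.88e-06, 0.248 with estimated correlation). Marco fell 6.38-fold and Timd4 3.46-fold. Stromal and endothelial genes fell, as 3 of 22 measured genes rose, 12 fell and 7 did not pass (4 and 12 adjusted over the list alone, median -0.44, camera adjusted p = 0.00262, 0.248 with estimated correlation). The chemokine genes Cxcl12 and Ccl21a fell 7.47-fold and 4.86-fold and the scavenger receptor gene Stab2 3.33-fold. In the megakaryocyte and platelet list 10 of 17 measured genes fell, 0 rose and 7 did not pass (13 and 0 adjusted over the list alone, median -0.55, camera adjusted p = 5.19e-04, 0.248 with estimated correlation). The von Willebrand factor gene Vwf fell 2.1-fold. Mature B cell genes fell, as 12 of 17 measured genes fell, 0 rose and 5 did not pass (12 and 0 adjusted over the list alone, median -0.70, camera adjusted p = 2.11e-06, 0.106 with estimated correlation). Fcer2a fell 3.71-fold and the complement receptor gene Cr2 2.02-fold. Circadian clock genes fell (median -0.46, camera adjusted p = 0.00100, 0.0848 with estimated correlation). The output gene Dbp fell 4.07-fold and Per2 2.47-fold. Other genes chosen beforehand (log2 fold change, adjusted p) were Alas2 (-1.09, 0.0192), Cd3e (0.23, 0.118), Cd4 (0.72, 0.00591), Cxcl9 (3.22, 2.33e-10), Hmox1 (-0.03, 0.943), S100a8 (-0.68, 0.00408), Sdc1 (-0.03, 0.893, detected on 1 of 4 infected day 6 arrays and 1 of 6 naive arrays), Spic (-0.41, 0.180) and Tfrc (-0.07, 0.898). Alas2 did not pass without infected day 6 replicate 2 (-1.03), 3 (-0.96) or 4 (-0.83), and Alas2 (-0.76) and S100a8 (-0.34) did not with the 75th percentile scaling, nor did Alas2 (-0.94), S100a8 (-0.49) and Cd4 (0.47) against naive day 0 alone, while Cd3e passed with the 75th percentile scaling (0.47) and array weights (0.26). camera called 19 lists, 10 higher and 9 lower, 2 with estimated correlation, and fry called 20. With the 75th percentile scaling 3366 genes were higher and 1904 lower, the slide block called 5452 genes, and Th1 medians ran from 0.75 to 1.24 on the 4 slides.

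By day 8 the spleen showed red cell precursor and plasma cell transcripts, while lymphocyte genes had fallen and the ribosomal RNA ratio was lower on each day 8 array than on naive arrays. Erfe, the erythroblast hormone that frees iron for haem, rose 25.2-fold (log2 fold change 4.66 ± 0.50, adjusted p = 1.75e-08, detected on 1 of 6 naive arrays), and Cpox rose 6.59-fold (detected on 5 of 6 naive arrays). The inflammatory genes Saa3 and Ccl8 rose 23.7-fold and 24.4-fold (detected on 1 of 6 naive arrays), Gbp2b 27.2-fold (detected on 5 of 6 naive arrays), C2cd4a 17.5-fold (detected on 1 of 6 naive arrays) and Tg, the thyroglobulin gene, 14.3-fold. Speer1 and Speer3, from a multigene family whose copies the probes cannot separate with certainty, rose 19.2-fold (detected on 3 of 6 naive arrays) and 19-fold (detected on 3 of 6 naive arrays). Adam23 fell 30.5-fold (log2 fold change -4.93 ± 0.30, adjusted p = 2.97e-12, detected on 1 of 3 infected day 8 arrays), Fcer2a 13.1-fold (log2 fold change -3.71 ± 0.17, adjusted p = 3.72e-14), Siglech 12.6-fold, the inhibitory lectin gene Siglecg 11.7-fold, Klk1 12.8-fold (detected on 1 of 3 infected day 8 arrays), Clec4g 20.2-fold, Cd209b at least 11.3-fold and Mup2 at least 15.1-fold. limma called 7618 genes, 3530 higher and 4088 lower, of which 2619 changed at least 2-fold (1091 higher and 1528 lower).

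Among erythroid cell genes, 23 of 30 measured genes rose, 0 fell and 7 did not pass (23 and 0 adjusted over the list alone, median log2 fold change 1.72, camera adjusted p = 1.09e-04, 0.539 with estimated correlation). The blood group gene Rhag rose 6.89-fold (log2 fold change 2.78 ± 0.64, adjusted p = 5.64e-04), the transcription factor gene Gata1 5.24-fold (detected on 5 of 6 naive arrays) and Add2 5.15-fold. In the list of haem biosynthesis and erythroid iron genes 12 of 15 measured genes rose, 0 fell and 3 did not pass (12 and 0 adjusted over the list alone, median 1.14, camera adjusted p = 0.00183, 0.533 with estimated correlation). The ferrireductase gene Steap3 rose 4.05-fold (detected on 2 of 6 naive arrays) and Tfrc 2.53-fold, while Alas2 had a log2 fold change -0.17 ± 0.40. Cell cycle genes rose, as 29 of 30 measured genes rose, 0 fell and 1 did not pass (29 and 0 adjusted over the list alone, median 1.56, camera adjusted p = 4.83e-10, 0.317 with estimated correlation). For plasma cell genes 13 of 15 measured genes rose, 1 fell and 1 did not pass (13 and 1 adjusted over the list alone, median 1.26, camera adjusted p = 1.85e-04, 0.280 with estimated correlation). Edem1 and Derl3, which clear misfolded proteins from the endoplasmic reticulum, rose 9.40-fold and 5.24-fold, the chaperone gene Fkbp11 5.62-fold and Sdc1, a surface marker of plasma cells, 3.08-fold (detected on 1 of 6 naive arrays). Oxidative phosphorylation genes rose too (median 0.66, camera adjusted p = 4.69e-05, 0.188 with estimated correlation). The complex III gene Uqcrc1 rose 1.93-fold.

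Mature B cell genes fell, as 15 of 17 measured genes fell, 0 rose and 2 did not pass (15 and 0 adjusted over the list alone, median log2 fold change -1.80, camera adjusted p = 2.58e-07, 0.136 with estimated correlation). The kinase gene Blk fell 7.03-fold and Cr2 at least 5.99-fold. For T cell genes 13 of 15 measured genes fell, 0 rose and 2 did not pass (13 and 0 adjusted over the list alone, median -1.40, camera adjusted p = 2.64e-05, 0.188 with estimated correlation). The interleukin 7 receptor gene Il7r fell 6.67-fold (log2 fold change -2.74 ± 0.18, adjusted p = 1.01e-11), Satb1 5.12-fold and Cd27 3.49-fold. Natural killer cell genes fell, as 1 of 12 measured genes rose, 11 fell and 0 did not pass (1 and 11 adjusted over the list alone, median -1.17, camera adjusted p = 0.00510, 0.339 with estimated correlation). The receptor gene Klrd1 fell 5.64-fold. In the MHC class II presentation list 2 of 12 measured genes rose, 9 fell and 1 did not pass (2 and 9 adjusted over the list alone, median -0.82, camera adjusted p = 0.0128, 0.353 with estimated correlation). H2-Ob and H2-Oa fell 5.81-fold and 4.08-fold. Interferon gamma-induced genes remained higher than in naive spleen (median 0.46, camera adjusted p = 0.00183, 0.339 with estimated correlation). The tryptophan-degrading enzyme gene Ido1 rose at least 4.37-fold. The type I interferon list went both ways, since 11 of 26 measured genes rose, 7 fell and 8 did not pass (11 and 7 adjusted over the list alone, median 0.11, camera adjusted p = 0.467, fry 0.397). Isg15 rose 6.2-fold while Mx2 fell 2.88-fold (detected on 2 of 3 infected day 8 arrays). Further genes chosen beforehand (log2 fold change, adjusted p) were Cd3e (-1.01, 3.18e-07), Cd4 (fell at least 1.49-fold, 0.00175), Cxcl9 (2.14, 1.47e-07), Hmox1 (1.31, 1.83e-04), Ifng (1.97, 7.45e-09, detected on 5 of 6 naive arrays), Il10 (rose at least 5.50-fold, 1.14e-12), Marco (-2.47, 2.56e-08), S100a8 (-0.41, 0.0774) and Spic (0.17, 0.598). S100a8 passed without naive day 0 replicate 1 (-0.54) or the 4 arrays with pancreas transcripts (-0.62), with array weights (-0.68) and against naive day 12 alone (-0.60), and the MHC class II list did not pass with the 75th percentile scaling (camera adjusted p = 0.159), which turned S100a8 (0.27) and Alas2 (0.45) upward and called Spic (0.61). camera called 17 lists, 9 higher and 8 lower, 0 with estimated correlation, and fry called 23. With the 75th percentile scaling, which moved the median of all genes from -0.01 to 0.15, 4492 genes were higher and 3276 lower, the slide block called 7875, and erythroid medians ran from 1.18 to 2.85 on the 3 slides.

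Day 10 was the day furthest from naive spleen by the number of called genes, and lymphocyte genes had fallen, with a lower ribosomal RNA ratio on each day 10 array. Ly6d, a B cell precursor marker, fell 42.1-fold (log2 fold change -5.40 ± 0.14, adjusted p = 3.72e-19), the inhibitory lectin gene Siglecg 37.2-fold (detected on 1 of 3 infected day 10 arrays), the B cell kinase gene Blk 32.6-fold (log2 fold change -5.03 ± 0.17, adjusted p = 2.65e-17), the lymphotoxin gene Ltb 32.2-fold, Chst3 33-fold, Srpk3 31.7-fold, Ell3 29-fold (detected on 1 of 3 infected day 10 arrays) and Clec4g 29.2-fold. Trib3, a pseudokinase of the integrated stress response, rose 56.4-fold (log2 fold change 5.82 ± 0.44, adjusted p = 2.28e-11, detected on 5 of 6 naive arrays), Chac1 15.7-fold (detected on 5 of 6 naive arrays), Erfe 27.7-fold (detected on 1 of 6 naive arrays), Nacad 23.4-fold (detected on 3 of 6 naive arrays), Plek2 19-fold (detected on 4 of 6 naive arrays), Gdf3 15.4-fold, Reep6 14.8-fold and C2cd4a 14.5-fold (detected on 1 of 6 naive arrays). limma called 8761 genes, 3963 higher and 4798 lower, and 3795 of them changed at least 2-fold (1472 higher and 2323 lower).

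Mature B cell genes fell, as 17 of 17 measured genes fell, 0 rose and 0 did not pass (17 and 0 adjusted over the list alone, median log2 fold change -3.13, camera adjusted p = 8.12e-09, 0.153 with estimated correlation). The Fc receptor for IgM (Fcmr) fell 16.4-fold and the inhibitory receptor gene Cd22 16.1-fold. For T cell genes 1 of 15 measured genes rose, 13 fell and 1 did not pass (1 and 13 adjusted over the list alone, median -2.82, camera adjusted p = 3.76e-06, 0.180 with estimated correlation). Il7r fell 17-fold, Cd27 12-fold and Cd3e 5.71-fold. In the MHC class II presentation list 10 of 12 measured genes fell, 0 rose and 2 did not pass (10 and 0 adjusted over the list alone, median -2.22, camera adjusted p = 3.79e-05, 0.180 with estimated correlation). H2-Ob fell 21.6-fold and H2-Eb1 4.92-fold. Of the dendritic cell genes 2 of 14 measured genes rose, 11 fell and 1 did not pass (2 and 11 adjusted over the list alone, median -1.51, camera adjusted p = 0.00945, 0.180 with estimated correlation). Clec9a, a receptor of cross-presenting dendritic cells, fell 9.25-fold (detected on 2 of 3 infected day 10 arrays) and Cd83 8.78-fold, while Cd24a, which red cell precursors also carry, rose 7.02-fold (detected on 5 of 6 naive arrays). Splenic macrophage genes fell, as 18 of 20 measured genes fell, 0 rose and 2 did not pass (18 and 0 adjusted over the list alone, median -1.19, camera adjusted p = 3.48e-04, 0.371 with estimated correlation). The lysozyme gene Lyz2 fell 5.39-fold and the sialoadhesin gene Siglec1 at least 6.48-fold. The interferon lists were below naive levels, although camera did not call them. For type I interferon-stimulated genes 6 of 26 measured genes rose, 17 fell and 3 did not pass (6 and 17 adjusted over the list alone, median -0.62, camera adjusted p = 0.0525, fry 3.07e-06). Oas2 fell at least 7.46-fold and Isg15 rose 5.90-fold. Interferon gamma-induced genes had a lower median (median -0.48, camera adjusted p = 0.389, fry 3.64e-05). The MHC class II transactivator gene Ciita fell 12-fold and Irf8 4.19-fold, and Ifng, detected on 0 of the 3 day 10 arrays, did not pass the test. The type I list passed with no detection filter (camera adjusted p = 0.0157), the 75th percentile scaling (0.0228), and without naive day 0 replicate 3 (0.0487), infected day 10 replicate 2 (0.0457), naive day 12 replicate 2 (0.0424) or the 4 arrays with pancreas transcripts (0.0473). Germinal centre and follicular helper genes fell (median -1.16, camera adjusted p = 0.0347, 0.252 with estimated correlation, and 0.0563 at a detection p under 0.01). The B cell chemokine gene Cxcl13 fell 9.57-fold and Bcl6 6.69-fold. Immediate early and heat shock genes also went lower by fry's test (median -0.43, camera adjusted p = 0.270, fry 1.40e-08). Egr1 fell 8.12-fold.

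Erythroid cell genes rose, as 28 of 30 measured genes rose, 0 fell and 2 did not pass (28 and 0 adjusted over the list alone, median log2 fold change 2.58, camera adjusted p = 7.40e-07, 0.402 with estimated correlation). Rhag rose 12-fold, Cldn13 12-fold (detected on 4 of 6 naive arrays) and Tmod1 11.8-fold. In the haem biosynthesis and erythroid iron list 15 of 15 measured genes rose, 0 fell and 0 did not pass (15 and 0 adjusted over the list alone, median 2.09, camera adjusted p = 3.79e-05, 0.371 with estimated correlation). The ferrochelatase gene Fech rose 8.89-fold, Alas2 1.98-fold and Tfrc 4.25-fold. Cell cycle genes rose, as 29 of 30 measured genes rose, 0 fell and 1 did not pass (29 and 0 adjusted over the list alone, median 1.95, camera adjusted p = 3.21e-10, 0.252 with estimated correlation). The cyclin gene Ccna2 rose 5.91-fold (detected on 1 of 6 naive arrays). Of the plasma cell genes 11 of 15 measured genes rose, 3 fell and 1 did not pass (11 and 3 adjusted over the list alone, median 1.31, camera adjusted p = 0.00949, 0.386 with estimated correlation). The immunoglobulin gene Ighg1 rose 9.43-fold. For unfolded protein response genes 11 of 17 measured genes rose, 2 fell and 4 did not pass (11 and 2 adjusted over the list alone, median 0.82, camera adjusted p = 0.0106, 0.252 with estimated correlation). Asns rose 11.4-fold. The neutrophil and granule list went higher by fry's test (median 0.65, camera adjusted p = 0.0525, fry 0.00367). The granule protease genes Ctsg and Elane rose 6.37-fold and 5.57-fold. Genes chosen beforehand and not given above (log2 fold change, adjusted p) were Cd4 (fell at least 1.37-fold, 1.04e-04), Cxcl9 (-0.21, 0.476), Hmox1 (0.97, 0.00264), Il10 (rose at least 2.03-fold, 1.39e-07), Marco (-1.54, 1.84e-05), S100a8 (-0.08, 0.729), Sdc1 (1.72, 9.06e-11, detected on 1 of 6 naive arrays) and Spic (-0.70, 0.0214). The neutrophil list passed without naive day 0 replicate 2 (camera adjusted p = 0.0429), infected day 10 replicate 2 (0.00997) or naive day 12 replicate 3 (0.0438), or with no detection filter (0.0460). Alas2 did not pass in 10 alternatives (log2 0.80 to 1.03), among them the slide block and each fit without 1 day 10 array, nor Spic in 6 (-0.65 to -0.19). By 75th percentile scaling S100a8 was called at 0.96, and Cd4 (adjusted p = 0.0767) and Spic (-0.19) were not, and Hmox1 (0.53) was not against naive day 12 alone. camera called 16 lists, 7 higher and 9 lower, 0 with estimated correlation, and fry called 26. With the 75th percentile scaling, which moved the median of all genes from -0.06 to 0.30, 5764 genes were higher and 3428 lower, the slide block called 8856, and mature B cell medians ran from -3.30 to -3.15 on the 3 slides.

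On day 12 red cell precursor and granulocyte genes were high, and lymphocyte genes were still low. Apol11b, an apolipoprotein L gene, rose 20.4-fold (log2 fold change 4.35 ± 0.66, adjusted p = 3.31e-06), Gbp2b 19-fold (detected on 5 of 6 naive arrays), Ccl8 17.3-fold (detected on 1 of 6 naive arrays), Erfe 17-fold (detected on 1 of 6 naive arrays), Trib3 16.7-fold (detected on 5 of 6 naive arrays), Ccl24 14.7-fold (detected on 5 of 6 naive arrays), Rhag 13.1-fold and Tmcc2 13.1-fold. S100a8, an abundant calcium-binding protein gene of neutrophils, rose 2.37-fold (log2 fold change 1.25 ± 0.20, adjusted p = 8.80e-06). Ly6d fell 19.3-fold (log2 fold change -4.27 ± 0.14, adjusted p = 8.69e-17), Ltb 16.2-fold, Siglecg 15.8-fold, Clec4g 20.4-fold, Adam23 17-fold (detected on 2 of 3 infected day 12 arrays), Klk1 at least 10-fold, Cd209b at least 11-fold and Mup2 at least 14.7-fold. limma called 7693 genes, 3452 higher and 4241 lower, of which 2784 changed at least 2-fold (1208 higher and 1576 lower).

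Among erythroid cell genes 28 of 30 measured genes rose, 0 fell and 2 did not pass (28 and 0 adjusted over the list alone, median log2 fold change 2.63, camera adjusted p = 3.28e-08, 0.435 with estimated correlation). Icam4 rose 10.5-fold and Add2 10.4-fold. For haem biosynthesis and erythroid iron genes 15 of 15 measured genes rose, 0 fell and 0 did not pass (15 and 0 adjusted over the list alone, median 2.01, camera adjusted p = 3.02e-06, 0.421 with estimated correlation). Alas2 rose 3.35-fold and Abcb10 5.60-fold. Neutrophil and granule genes rose, as 16 of 21 measured genes rose, 1 fell and 4 did not pass (16 and 1 adjusted over the list alone, median 1.84, camera adjusted p = 1.36e-05, 0.421 with estimated correlation). The granule genes Prtn3, Ctsg and Ms4a3 rose 9.73-fold, 9.07-fold and 8.81-fold (detected on 4 of 6 naive arrays). The basophil protease gene Prss34 rose 7.14-fold (detected on 5 of 6 naive arrays), in a mast cell and basophil list that camera did not call (median 0.24, camera adjusted p = 0.234, fry 1.05e-07). Cell cycle genes were higher, with Cdc6 up 5.56-fold (median 1.90, camera adjusted p = 4.87e-12, 0.325 with estimated correlation for the list). In the haem and iron recycling list 6 of 15 measured genes rose, 3 fell and 6 did not pass (6 and 3 adjusted over the list alone, median 0.02, camera adjusted p = 0.173, fry 3.96e-04). Hmox1 rose 2.97-fold and Nqo1 6.18-fold.

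In the mature B cell list 17 of 17 measured genes fell, 0 rose and 0 did not pass (17 and 0 adjusted over the list alone, median log2 fold change -2.60, camera adjusted p = 3.14e-11, 0.0593 with estimated correlation). Blk fell 13.3-fold and Ms4a1, the gene of CD20, 8.49-fold. Of the T cell genes 14 of 15 measured genes fell, 0 rose and 1 did not pass (14 and 0 adjusted over the list alone, median -2.20, camera adjusted p = 3.85e-07, 0.215 with estimated correlation). Il7r fell 11.1-fold and the transcription factor gene Lef1 at least 4.63-fold. MHC class II presentation genes fell (median -1.27, camera adjusted p = 3.50e-04, 0.315 with estimated correlation), as did natural killer cell genes (median -0.87, camera adjusted p = 0.0332, 0.445 with estimated correlation). H2-Oa fell 8.68-fold and Klra7 3.76-fold. The natural killer list had a camera adjusted p of 0.0530 without infected day 12 replicate 2 and 0.0559 at a detection p under 0.01, and Spic passed with the 75th percentile scaling (0.65). Interferon gamma-induced genes split, since 9 of 24 measured genes rose, 6 fell and 9 did not pass (9 and 6 adjusted over the list alone, median 0.20, camera adjusted p = 0.235, fry 0.00594). Tgtp1 rose 5.04-fold and Ciita fell 4.41-fold. The remaining genes chosen beforehand (log2 fold change, adjusted p) were Cd3e (-1.21, 1.60e-08), Cd4 (-0.84, 0.00199, detected on 1 of 3 infected day 12 arrays), Cxcl9 (1.37, 6.84e-05), Ifng (1.43, 1.02e-06, detected on 5 of 6 naive arrays), Il10 (rose at least 3.29-fold, 1.49e-10), Marco (-1.24, 2.92e-04), Sdc1 (0.66, 2.09e-04, detected on 1 of 6 naive arrays), Spic (0.20, 0.522) and Tfrc (2.32, 3.46e-05). camera called 12 lists, 5 higher and 7 lower, 0 with estimated correlation, and fry called 25. With the 75th percentile scaling, which moved the median of all genes from -0.03 to 0.20, 4998 genes were higher and 3208 lower, the slide block called 7855, and neutrophil and granule medians ran from 1.88 to 2.12 on the 3 slides.

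**Figure D4:**
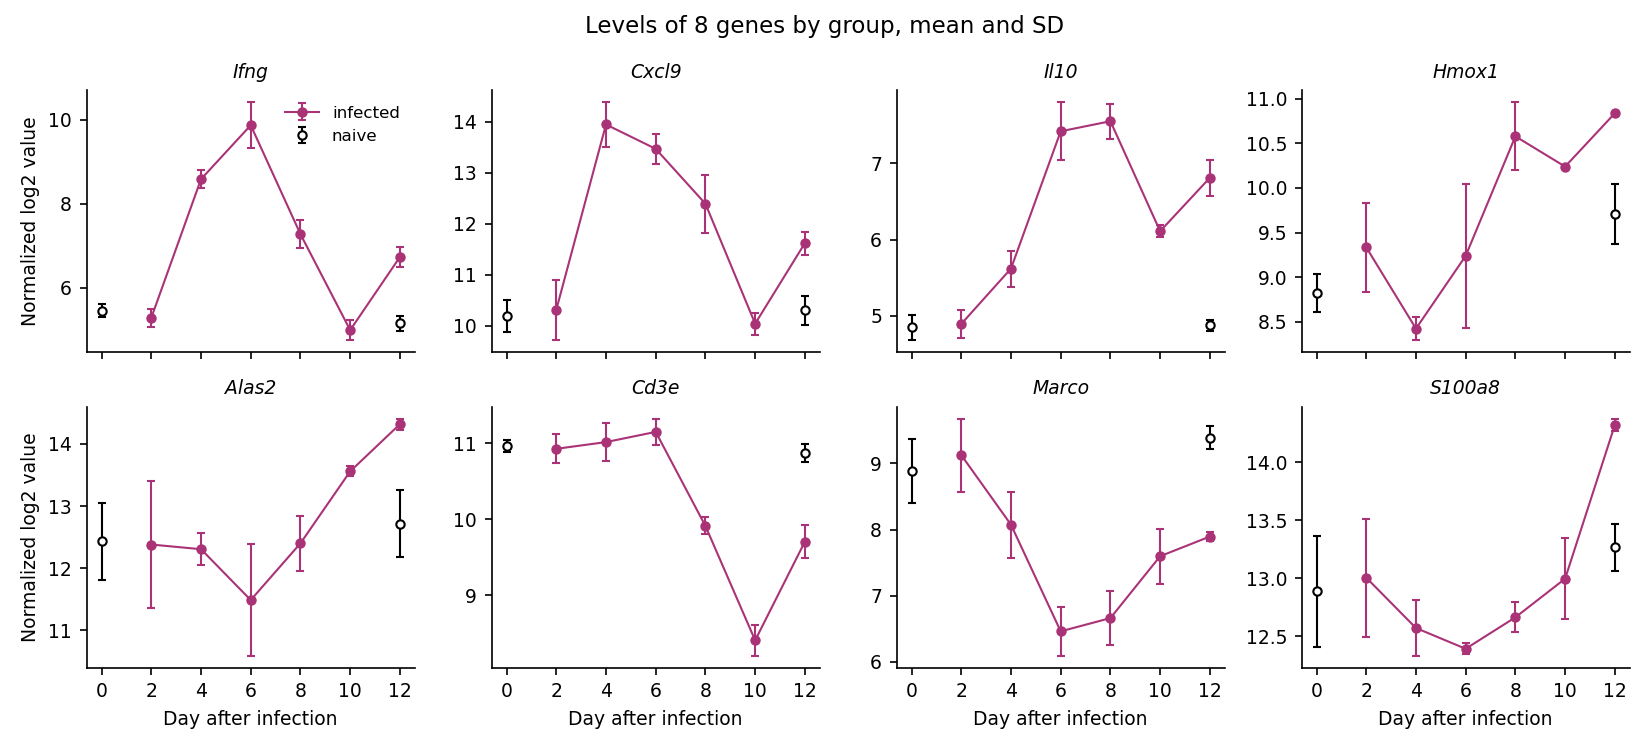
Normalized log2 values (y axis) of 8 genes chosen before the data were examined (Ifng, Cxcl9, Il10, Hmox1, Alas2, Cd3e, Marco and S100a8) against day after infection (x axis), with points for group means, bars for the SD of the 3 or 4 arrays and open symbols for naive groups. The Ifng mean was 9.87 on day 6 and 4.99 on day 10, beside 5.31 over the naive arrays.

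Each infected day was also compared with the day sampled before it, to date the changes. Between day 2 and day 4 interferon genes rose. Cxcl9 rose 12-fold (log2 fold change 3.63 ± 0.26, adjusted p = 5.19e-10), Ifng 9.88-fold (detected on 3 of 4 infected day 2 arrays), Serpina3f 11.8-fold, Ccl12 10-fold (detected on 3 of 4 infected day 2 arrays) and Mmp13 9.21-fold, while Il7 fell 4.02-fold (log2 fold change -2.01 ± 0.20, adjusted p = 2.26e-07), Cd163 4.02-fold (detected on 3 of 4 infected day 4 arrays), Abca9 3.62-fold (detected on 3 of 4 infected day 4 arrays), Mrc1 3.40-fold and Sult1a1 3.36-fold. The interferon gamma-induced (median log2 fold change 1.23, camera adjusted p = 7.10e-36, 3.11e-04 with estimated correlation) and type I interferon (median 1.10, camera adjusted p = 9.83e-24, 0.0281 with estimated correlation) lists rose. limma called 2015 genes, 1033 higher and 982 lower, and 207 changed at least 2-fold. The slide block called 2442, interferon gamma medians ran from 1.17 to 1.51 on the 3 slides, and the 2 groups came from different RNA batches.

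From day 4 to day 6, within 1 RNA batch, Th1 effector genes rose further and mitotic genes rose. Saa3 rose 8.25-fold (log2 fold change 3.04 ± 0.41, adjusted p = 4.17e-05), Ccl8 6.49-fold (detected on 2 of 4 infected day 4 arrays), Gzmk 4.94-fold (log2 fold change 2.3 ± 0.25, adjusted p = 2.64e-06), F10 3.76-fold and Miat at least 2.98-fold (detected on 3 of 4 infected day 6 arrays). Clec4g fell 6.77-fold, Cd209b at least 3.82-fold, Ace 4.14-fold, Fcna 4.05-fold and Klk1 3.98-fold. Th1 and cytotoxic effector genes rose (median log2 fold change 0.29, camera adjusted p = 1.44e-04, 0.252 with estimated correlation). The chemokine receptor gene Cxcr3 rose 2.47-fold. T cell inhibitory genes rose (median 0.18, camera adjusted p = 0.00260, 0.228 with estimated correlation). Il10 rose 3.48-fold and Tigit 3.14-fold. Without infected day 6 replicate 1, low for these, the log2 changes rose to 0.36 (Th1 median), 1.99 (Il10) and 1.88 (Tigit). Cell cycle genes rose (median 0.64, camera adjusted p = 1.65e-11, 0.252 with estimated correlation). The kinesin gene Kif11 rose 2.15-fold. Glycolysis genes rose (median 0.44, camera adjusted p = 5.19e-07, 0.0350 with estimated correlation), and stromal and endothelial genes fell (median -0.25, camera adjusted p = 2.14e-04, 0.228 with estimated correlation). Cxcl12 fell 3.85-fold. Interferon gamma-induced genes fell (median -0.26, camera adjusted p = 7.47e-04, 0.286 with estimated correlation). limma called 1371 genes, 745 higher and 626 lower, and 121 changed at least 2-fold. Leaving out infected day 4 replicate 2 gave 798 genes and infected day 6 replicate 3 gave 866, array weights gave 3206, the 75th percentile scaling 1078 higher and 461 lower, cyclic loess 651 and 822, and the slide block 1643, with cell cycle medians from 0.51 to 1.01 on the 3 slides.

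The step from day 6 to day 8, also within 1 RNA batch, was the largest between neighbouring days by the number of called genes, and the ribosomal RNA ratio was lower on each day 8 array. Erfe rose at least 22.3-fold, Plek2 19-fold (log2 fold change 4.25 ± 0.49, adjusted p = 3.13e-07, detected on 2 of 4 infected day 6 arrays), C2cd4a at least 12-fold, Ackr1 10.6-fold and Tmod1 10-fold (detected on 1 of 4 infected day 6 arrays). Il18r1, the interleukin 18 receptor gene, fell 9.85-fold (log2 fold change -3.30 ± 0.18, adjusted p = 6.58e-12), Ifi213 7.45-fold, Sidt1 7.21-fold, Ms4a4b 6.75-fold and Ifng 6.05-fold (log2 fold change -2.60 ± 0.21, adjusted p = 3.04e-09). Erythroid cell genes rose (median log2 fold change 2.09, camera adjusted p = 1.91e-09, 0.238 with estimated correlation). Plasma cell genes rose (median 1.14, camera adjusted p = 7.19e-07, 0.203 with estimated correlation). Ighg1 rose 7.34-fold. T cell genes fell (median -1.50, camera adjusted p = 4.24e-09, 0.168 with estimated correlation). Both interferon lists fell, with median -0.86, camera adjusted p = 3.41e-06, 0.216 with estimated correlation for type I interferon-stimulated genes and median -0.86, camera adjusted p = 4.64e-06, 0.203 with estimated correlation for interferon gamma-induced genes. Haem and iron recycling genes rose (median 0.32, camera adjusted p = 0.00178, 0.203 with estimated correlation). Hmox1 rose 2.53-fold. limma called 5465 genes, 2276 higher and 3189 lower, and 1319 changed at least 2-fold. The slide block called 5923, and T cell medians ran from -1.77 to -1.59 on the 2 slides.

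From day 8 to day 10, in the same RNA batch, interferon gamma-induced genes fell. The acute phase gene Saa3 fell 9.43-fold, Mmp13 8.56-fold (log2 fold change -3.10 ± 0.35, adjusted p = 4.88e-07, detected on 2 of 3 infected day 10 arrays), Ccl8 7.70-fold, Oas2 at least 5.96-fold and Cxcl10 6.88-fold (log2 fold change -2.78 ± 0.32, adjusted p = 5.48e-07). Trib3 rose 9.12-fold (log2 fold change 3.19 ± 0.50, adjusted p = 3.74e-05), the stress transcription factor gene Ddit3 4.63-fold, Nacad 4.74-fold, Ctsf 7.63-fold and Kcnc4 5.05-fold. Interferon gamma-induced genes fell (median log2 fold change -0.97, camera adjusted p = 2.54e-12, 0.0263 with estimated correlation). Mature B cell genes fell further (median -1.06, camera adjusted p = 5.72e-11, 0.0263 with estimated correlation), and so did MHC class II presentation genes (median -1.31, camera adjusted p = 3.38e-11, 0.0263 with estimated correlation). Haem biosynthesis and erythroid iron genes rose (median 0.86, camera adjusted p = 2.22e-04, 0.412 with estimated correlation). Fech rose 2.93-fold. It did not pass in 8 alternatives (log2 1.25 to 1.57), among them the slide block and each fit without 1 day 10 array. limma called 3825 genes, 1423 higher and 2402 lower, and 824 changed at least 2-fold. With the 75th percentile scaling, which moved the median of all genes from -0.05 to 0.15, 2944 were higher and 1901 lower, the slide block called 4152, and interferon gamma medians ran from -1.18 to -0.78 on the 2 slides.

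Between day 10 and day 12 natural killer, interferon and T cell genes rose. The killer cell receptor genes Klre1 and Klrd1 rose 6.21-fold (log2 fold change 2.63 ± 0.27, adjusted p = 1.16e-06, detected on 2 of 3 infected day 10 arrays) and 5.43-fold (detected on 2 of 3 infected day 10 arrays), Ccl24 5.84-fold, Ccl8 5.46-fold and Oas2 at least 3.24-fold, while the stress genes Chac1 and Trib3 fell 4.81-fold (log2 fold change -2.27 ± 0.39, adjusted p = 2.59e-04) and 3.37-fold, Pgam2 4.4-fold, Cda 3.14-fold and Derl3 3.10-fold. Natural killer cell genes rose (median log2 fold change 0.82, camera adjusted p = 1.82e-05, 0.130 with estimated correlation). Interferon gamma-induced genes rose (median 0.74, camera adjusted p = 3.76e-09, 0.0562 with estimated correlation). Ifng itself rose at least 2.56-fold. T cell genes rose (median 0.93, camera adjusted p = 3.64e-05, 0.130 with estimated correlation). Cd3g rose 3.12-fold. Splenic macrophage genes rose (median 0.88, camera adjusted p = 3.76e-09, 0.130 with estimated correlation). Vcam1 rose 2.27-fold. Erythroid cell genes did not pass the test (median 0.02, camera adjusted p = 0.345, fry 0.985), and unfolded protein response genes fell (median -0.52, camera adjusted p = 1.05e-06, 0.0387 with estimated correlation). Trib3 did not pass without infected day 10 replicate 1 (log2 -1.64) or infected day 12 replicate 4 (-0.74) or with these groups alone (-1.75). limma called 2288 genes, 1526 higher and 762 lower, and 331 changed at least 2-fold. The days came from different RNA batches and differed in the ribosomal RNA ratio, leaving out infected day 10 replicate 1 gave 1493 genes, the 75th percentile scaling gave 1102 higher and 1068 lower, and the slide block called 2798, with natural killer medians from 0.50 to 1.5 on the 3 slides.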

Values the study reported

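The study reported that its arrays held 45,281 probe sets. For spleens of mice infected with AS it gave a distance of 46.4 along the second principal component between naive and day 4 samples, and of 91.8 along the first component between day 6 and day 8 samples.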

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

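Tests of the 3 patterns and of differences between days were chosen only after the results were seen. In 16 of 206 tests within groups of 4 arrays, 1 array lay far from the other 3. Chance flags about 1 in 20 groups. On infected day 6 replicate 1 the erythroid list (9.21 against 7.97 to 8.13) and Tfrc (12.58 against 11.52 to 11.57) were high, and the Th1 list (8.45 against 9.02 to 9.13), Il10 (6.86 against 7.54 to 7.67), Tigit (7.16 against 8.02 to 8.12), Ubd (11.47 against 12.18 or more) and the second component score (39.5 against 46.6 to 47.9) low. Bst2 was low on infected day 6 replicate 2 (9.77 against 9.88 to 9.90). On infected day 4 replicate 1 the pancreas list was high (7.98 against 5.14 to 5.28) and the erythroid list (7.52 against 8.61 to 8.68) and Ubd (11.21 against 11.60 to 11.68) low, and on infected day 4 replicate 4 the interferon gamma (11.12 against 10.98 to 11) and monocyte (7.62 against 7.30 to 7.35) lists were high. Infected day 2 arrays stood out for the pancreas list (replicate 2, 9.91 against 5.18 to 5.31), Spic (replicate 4, 11.32 against 10.73 to 10.77) and Sqle (replicate 1, 8.94 against 8.11 to 8.23).

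For 7 lists that fry called higher on 1 day and lower on another, the change from naive was compared between the 2 days furthest apart by camera, with Holm's adjustment over all 450 tests of 30 lists at 15 pairs of days. The type I interferon (1.96, adjusted p = 1.74e-05) and interferon gamma lists (1.92, 1.43e-07) differed between day 4 and day 10 and the Th1 list (1.94, 6.70e-04) between day 6 and day 10. T cell inhibitory (0.0560), haem recycling (0.171), immediate early (0.773) and mast cell genes (1.00) did not pass, and with estimated correlation 0 of the 7 passed.

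Mature B and T cell genes fell by day 10. Equal dilution of white cells by red cell precursors is argued against by 8 white cell list medians that spread over 4.44 (SE 0.103), quantile normalization by a B cell median of -2.71 with 75th percentile scaling, RNA batch by one of -1.34 from day 6 to day 8 within a batch, and the lower ratio of ribosomal RNAs at days 8 and 10 by one of -2.60 at day 12, where the ratio was back in the naive range. Dilution as a part of this fall, or death, movement or lower transcription of lymphocytes, stays open, untested.

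Mup2, Apoa2 and Ttr fell from day 6. Over 14 early arrays the median r of the 16 other liver genes with them was 0.927 (Apob 0.13), against at most 0.587 in 10000 random lists, so liver tissue carried along is a candidate explanation. Why it ended by day 6 was not tested.

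Interferon genes rose from day 10 to day 12. The 8 white cell list medians spread over 1.76 (SE 0.120), but only the plasma cell median fell (-0.83, SE 0.0529). The others rose 0.19 to 0.93, 4 as far as type I interferon genes. Erythroid list means (11.24 both days) argue against a lower red cell precursor share. A general return outside plasma cells and, untested, gain of single cell types or renewed interferon response stay open. RNA batch (0 arrays shared) cannot be told from day, and the ribosomal RNA ratio differed.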

How the results depend on the processing

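Leaving out the 4 arrays highest in pancreas transcripts or the liver genes was chosen only after the results were seen. All other alternatives were planned. The 332 named gene values were recomputed 7720 times and the 96 described list values 1860 times. Of the gene values 14 lost a call under some setting, 13 gained one and 26 changed sign, 0 of which limma had called as processed here. Of the lists 12 lost a camera call and 3 gained one, and 3 list medians changed sign or test direction (2 of them called), setting aside fry and the estimated correlation. Where values moved, the cause was not tested.

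Array weights gave 16 genes at day 2, 4279 at day 4, 1118 between naive groups and 3206 from day 4 to day 6. Leaving out 1 array gave 0 to 6 genes at day 2, 0 to 38 between naive groups, 798 to 1466 from day 4 to day 6 and 1493 to 2229 from day 10 to day 12, and 4 to 13 lists at day 2 and 5 to 11 between naive groups. Under the other alternatives total counts of genes stayed within 1.5 times. The estimated correlation left 0 lists at day 2, 3 at day 4, 2 at day 6, 0 at days 8, 10 and 12 and between naive groups, and 4, 1, 0, 3 and 3 at the 5 steps. fry called 0 lists at day 2, 26 at day 10, 25 at day 12 and 0 between naive groups. Without the 4 arrays with pancreas transcripts camera called 6 lists at day 2. With no background model the principal component distances were 30.7, 63.8 and 21.7, and the 75th percentile scaling gave 30.2 for the first and 53.4 for the third.

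Log2 values changed sign with the 75th percentile scaling (at day 2 Ifng 0.026, at day 4 Tfrc 0.071, at day 6 Hmox1 0.11, Sdc1 0.0052 and Tfrc 0.21, at day 8 Alas2 0.45 and S100a8 0.27, at day 10 ribosomal protein genes 0.64, Cxcl9 0.17 and S100a8 0.96), with cyclic loess (at day 10 S100a8 0.27), with the mean of a gene's probes (at day 2 Cd3e -0.0013), with the slide block (at day 2 Cd3e -0.028), with array weights (at day 2 Marco 0.24, at day 6 Hmox1 0.34, Sdc1 0.064 and Spic 0.011), against naive day 0 alone (at day 2 Cd3e -0.039, Marco 0.24 and S100a8 0.12, at day 6 Hmox1 0.41, at day 10 S100a8 0.11), against naive day 12 alone (at day 2 Hmox1 -0.37 and Ifng 0.13, at day 8 Spic -0.11, at day 12 Spic -0.078), without the 4 arrays with pancreas transcripts (at day 2 Ifng 0.0095, at day 4 Cd4 -0.0060 and Tfrc 0.091, at day 6 Hmox1 0.027 and Sdc1 0.021, between naive groups exocrine pancreas genes 0.051, Amy2a5 0.25, Cela2a 0.051, Pnliprp1 0.042 and Slc4a1 -0.21). Over the fits without 1 array the values that changed sign or test direction ran at day 2 erythroid cell genes -0.76 to 0.034, Cd3e -0.078 to 0.057, S100a8 -0.27 to 0.13, Ifng -0.085 to 0.057, Marco -0.26 to 0.16, Alas2 -0.50 to 0.18, Cxcl9 -0.11 to 0.33, Hmox1 -0.075 to 0.30 and Tfrc -0.57 to 0.10, at day 4 Tfrc -0.37 to 0.20, Cd3e -0.016 to 0.18 and Sdc1 -0.17 to 0.028, at day 6 Sdc1 -0.12 to 0.059, Hmox1 -0.31 to 0.31 and Tfrc -0.37 to 0.13, at day 8 Alas2 -0.36 to 0.070, at day 10 ribosomal protein genes -0.13 to -0.098 and S100a8 -0.23 to 0.11, at day 12 Spic -0.0010 to 0.33, between naive groups Slc4a1 -0.28 to 0.81. S100a8 at day 10 passed the test upward with the 75th percentile scaling.

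With the replicate number as a block limma called 0, 2504, 5303, 7655, 8846 and 7633 genes at days 2 to 12, 0 between naive groups and 2248, 1564, 5686, 3670 and 2657 at the steps. It turned at day 2 Hmox1 -0.0072, at day 12 Spic -0.033, called S100a8 at day 4 (-0.53) and Spic at day 6 (-0.53), dropped the natural killer list at day 2 (camera adjusted p = 0.158), and changed no other call among the named values. Arrays of 1 replicate number correlated at a mean of 0.0442 over 80 pairs, other pairs at -0.0147 over 238. Signal over background limits genes near the detection threshold.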

Other observations

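The lists described here were picked after their results were seen, and the splits of the arrays were planned. Further gene groups are given here. Circadian clock genes were lower at day 8, where 10 of 12 measured genes fell, 0 rose and 2 did not pass (10 and 0 adjusted over the list alone, median log2 fold change -1.03, camera adjusted p = 0.00183, 0.136 with estimated correlation). Dbp and Tef, output factors of the clock, fell 10-fold and 3.60-fold, and the repressor gene Nr1d2 fell 4.39-fold. Between day 10 and day 12 4 of 12 measured genes rose, 0 fell and 8 did not pass (4 and 0 adjusted over the list alone, median log2 fold change 0.35, camera adjusted p = 0.0279, 0.157 with estimated correlation) in the same list, and Dbp rose 2.19-fold. For mast cell and basophil genes 4 of 7 measured genes rose, 0 fell and 3 did not pass (5 and 0 adjusted over the list alone, median 0.67, camera adjusted p = 0.00121, 0.0387 with estimated correlation) at that step. Prss34 rose 2.54-fold and the transcription factor gene Gata2 1.59-fold. The clock list did not pass without infected day 10 replicate 2 (camera adjusted p = 0.0555) or infected day 12 replicate 3 (0.0907), nor Gata2 without infected day 10 replicate 1 (log2 0.61) or infected day 12 replicate 4 (0.43) or with these groups alone (0.67). From day 6 to day 8 megakaryocyte and platelet genes rose, as 7 of 17 measured genes rose, 1 fell and 9 did not pass (7 and 1 adjusted over the list alone, median log2 fold change 0.42, camera adjusted p = 0.00799, 0.367 with estimated correlation). The platelet receptor genes Gp9 and Clec1b rose 2.12-fold and 2.09-fold. At day 10 against naive, adipocyte genes fell by fry's test, as 4 of 6 measured genes fell, 0 rose and 2 did not pass (4 and 0 adjusted over the list alone, median log2 fold change -1.70, camera adjusted p = 0.174, fry 4.38e-07). The desaturase gene Scd1 fell 6.74-fold and the hormone gene Adipoq at least 4.11-fold. Ribosomal protein genes did not pass as a list, since 2 of 14 measured genes rose, 4 fell and 8 did not pass (1 and 4 adjusted over the list alone, median -0.11, camera adjusted p = 0.926, fry 0.175), although the 75th percentile scaling called them upward (median 0.64, camera adjusted p = 0.00588), and Rplp0, a stalk protein of the ribosome, rose 2.73-fold.

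Groups of the same sizes were drawn from the same arrays and refitted. By limma only the real grouping reached its gene count, so chance is unlikely, at day 4 (2000, highest other 259) and day 6 (4779, 30) in 100 of 210 splits, days 8, 10 and 12 (7347, 8500 and 7360, highest others 0, 0 and 1, 84 splits each) and from day 2 to day 4 (1646, 0), day 4 to day 6 (1059, 31) and day 6 to day 8 (5137, 204) in 35 splits each. At day 2 the real count was 0 (highest other 1), which 100 of 100 splits reach by construction. Splits were too few for a share under 0.05 between naive groups (0 and 0), from day 8 to day 10 (3535 and 0) and from day 10 to day 12 (1747 and 0).

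For the numbers of lists camera called, the splits cannot decide on chance, so chance was not excluded in any comparison. Regrouped arrays often gave as many lists, but they could still differ in their share of infected arrays. At day 8 the highest other split set 3 naive arrays against a mix of naive and infected arrays. Counts as large as the real one came from 33 of 100 splits at day 2 (10, highest other 16), 22 of 100 at day 4 (15, 19), 11 of 100 at day 6 (17, 21), 13 of 84 at day 8 (17, 19), 7 of 84 at day 10 (18, 19), 18 of 84 at day 12 (12, 16), and 7 (16, 18), 3 (13, 16) and 3 (19, 19) of 35 at the first 3 steps. The naive comparison (6, 10) and the last 2 steps (17, 16 and 17, 19) had too few splits. fry reached its count in the real grouping alone from day 4 on, at each day and step.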
